A study of Arabidopsis thaliana with 13 samples. Its data were reported in "Transcriptional profiles underlying parent-of-origin effects in seeds of Arabidopsis thaliana" (2010).

How the data were processed

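RNA of whole siliques from 6 crosses with 2 biological replicates each and from unfertilised msi1 siliques without a replicate had been hybridised to Affymetrix ATH1 arrays, 1 array per sample. The deposited values are signal intensities on a linear scale, which the authors made with the MAS5 method of the Affymetrix software and scaled so that the trimmed mean was 100.01 on every array. Each sample had been pooled from several plants, and replicates were kept apart. The deposited table gives neither detection calls nor the array-to-array comparison values on which the study based its calls, so its calls could not be recomputed from it. The study published averaged comparison values and its calls as supplementary tables, which were not used to recompute them. The table holds 22810 probe sets, of which 64 control probe sets were left out of every test, leaving 22746, with 63 zeros.

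Genes were taken from the platform annotation supplied with the table, which lists 1 gene for 13513 probe sets, several for 503 and none for 8730. Probe sets with several genes or none were tested but not named. Locus names were compared with the TAIR10.1 gene table, in which 13436 of the single-gene probe sets had a locus. That table was used for names, gene type and the order of neighbouring loci.

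Signals were transformed as log2(signal + 7.4), where the offset is the 20th percentile of all signals. Probe sets above the 40th percentile of an array on at least 2 arrays were kept (15982 kept, 6764 removed). A linear model with 1 mean per group was fitted to the 12 arrays of the replicated groups with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), which leaves 6 residual degrees of freedom and added 4.9 from the prior. Tests were two-sided, and p-values were adjusted with the Benjamini-Hochberg method over all kept probe sets for each contrast, with a threshold of 0.05. The contrasts were each of 5 crosses against 2xX2x, the mean of 2xX4x and 2xX6x against that of 4xX2x and 6xX2x, 2xX4x against 4xX2x, 2xX6x against 2xX4x, 6xX2x against 4xX2x and fis1X2x against 2xX6x. Figures and tables of facts were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

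The single msi1 array was compared by size, as probe sets at least 1 on the log2 scale above or below both 2xX2x arrays, and its gene lists by the percentile of their median among 10000 random lists matched on mean signal. Before the data were examined, 33 gene lists were fixed, of which 7 had at least 3 measured genes: 2 lists of type I MADS-box genes, of which the first was meant to hold those the study names, mitotic genes, core histones, the genes of the qRT-PCR set of the study, and its large-seed and small-seed genes. They were tested with camera at a preset correlation of 0.01, over 8713 genes with 1 probe set each (that with the highest mean signal), with adjustment over the 35 pairs of list and cross against 2xX2x and separately over the direct contrasts. An estimated correlation and fry, which asks whether the genes of a list move one way on balance without comparing them with others, were run as alternatives.

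Genes named in the text follow a rule fixed before the data were examined. For each cross they are the 10 largest rises and 10 largest falls among single-gene probe sets past the threshold with both arrays beyond both 2xX2x arrays, for the paternal and maternal contrast the same with 4 arrays beyond 4, and for msi1 the largest by size. Up to 4 members of each list in each contrast, the qRT-PCR genes, MEA and MSI1 were added. Loci whose probe set has several genes, such as one annotated to both PHE1 and AGL38, were not named. Some genes were left out for length.

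Groups were clustered with complete linkage on 1 minus the Pearson correlation of mean changes, over the 7991 probe sets with the highest variance. Overlaps between crosses were set beside 100 simulations of unchanged groups against the same 2 control arrays and beside the overlap of independent lists. The steps were tested on simulated data with known changes in the comparison of 2xX6x with 2xX2x over 15982 probe sets. There the fit recovered 6% of changes of log2 size 1, 88% of size 2, 98% of size 3 and 98% of size 4, with 12 false calls beside 145 true ones, and none of 100 unchanged pairs of list and cross was called. The simulated noise was independent between genes, so this does not test lists of genes that vary together.

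Alternatives were no offset or an offset 2 times as large, no filter or the 60th percentile, quantile normalization or median centring, array weights, other variance models, a fit of the compared arrays alone, a size threshold, size alone, the replicate number as a block, and leaving out each replicate in turn. Where that left a group with 1 array, it was assumed to vary like the other groups.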

Results

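Transcripts were measured in whole siliques on 13 Affymetrix ATH1 arrays, so that silique wall and seed coat contributed RNA beside the embryo and endosperm. Crosses are written with the seed parent first and the ploidy of each parent, so that 2xX4x is a diploid mother pollinated by a tetraploid father. Siliques harvested 5 days after pollination made up 6 groups of 2 biological replicates: the balanced cross 2xX2x, paternal excess (2xX4x and 2xX6x), maternal excess (4xX2x and 6xX2x), and fis1X2x, in which the mother lacked the Polycomb protein MEDEA and the father was diploid. The last array held unfertilised siliques of msi1, a mutant in another Polycomb component, harvested 7 days after the flowers opened and without a replicate. According to the paper, these came from male-sterile F1 plants of msi1 mutants crossed with C24, so wild-type ovules may have contributed RNA. Both parents were of accession C24 in 2xX2x, 2xX4x and 4xX2x, whereas the hexaploid parent of 2xX6x and 6xX2x was Col-1 and the fis1 mother was Ler, so that comparisons with these 3 crosses also compare accessions. Neither MEA nor MSI1 was named by a probe set of its own here, and the mutant labels could not be checked against them.

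Every array had a trimmed mean signal of 100.01, and median signals lay between 38 and 46.4. The number of arrays limits the precision of each value. The 2 replicates of 2xX2x differed most (root mean square difference 0.702 on the log2 scale) and those of 2xX4x least (0.431). The ratio of 3 prime to 5 prime signal, a measure of RNA integrity, was 17.3 for the actin probe sets of 6xX2x replicate 1, against 0.561 to 4.44 on the other arrays, and its GAPDH ratio was 2.06, against 0.838 to 1.09. In a principal component analysis the first component, with 25.5% of the variance, placed the 4 arrays of maternal excess and the msi1 array above 0 (23.8 to 58.5) and the other 8 arrays below 0 (-42 to -2.5). Fold changes below are on the log2(signal + 7.4) scale, which understates the change of dim genes, and are given with the standard error of the log2 value.

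The first comparison asked which transcripts follow the direction of the parental imbalance, by setting the 4 arrays of paternal excess against the 4 of maternal excess. AT2G30810, which encodes a GASA family protein of the kind induced by gibberellin, was 79.6-fold higher in paternal excess (log2 6.31 ± 0.24), with a mean signal of 2690 ± 1500 (SD, n = 4) against 24.2 ± 14.2 (SD, n = 4). The genes AT3G24510 (45.9-fold), AT5G54220 (36.0-fold) and LCR24 (33.5-fold), which encode small secreted proteins of the defensin-like class, were also higher. AT2G19970, of the family of pathogenesis-related protein 1, was 70.3-fold higher, and the expansin gene EXPA21, whose product loosens cell walls, was 44.8-fold higher. The sugar transporter gene AT5G26250 was 30.4-fold higher, the lipid transfer protein gene AT5G09370 was 24.5-fold higher, and AT2G02515, AT4G35725 and AT3G13370 were 63.8-fold, 47.4-fold and 28.0-fold higher. Higher in maternal excess were AT2G37130, a class III peroxidase (21.3-fold), the cupin gene AT4G36700 (9.46-fold), the oleosin gene AT3G01570 (6.81-fold), whose product coats the oil bodies of seeds, and the subtilisin-like protease genes AT4G21650 (7.26-fold) and SBTI1.1 (5.84-fold). In limma the adjusted p of these 16 genes lay between 1.85e-07 (AT2G30810) and 0.0059 (AT2G37130), and in each the 4 arrays of one side all lay beyond the 4 of the other.

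In a first list of type I MADS-box genes, most of them named by the study, AT4G36590 (AGL40) was 12.5-fold higher in paternal excess (adjusted p = 0.000627, limma) and AT5G26630 (AGL35) was 6.94-fold higher (adjusted p = 0.000215, limma), so that 2 of the 6 measured members rose, or 4 adjusted over the list alone. As a list they stood above the other genes (camera, adjusted p = 0.000135; adjusted p = 0.0316 with an estimated correlation). This list was chosen largely on these samples, so its p-values are not independent evidence. AGL91 (5.47-fold) and AGL87 (2.09-fold), from a second list of type I genes, were also higher, although that list of 5 did not pass (camera, adjusted p = 0.087; adjusted p = 0.225 with an estimated correlation). With members exchanged to follow the text of the study, both lists passed (camera, adjusted p = 0.00785 and 0.00271). The auxin-conjugating enzyme gene GH3.3 (14.3-fold), the cytokinin response regulator RR22 (5.32-fold), the RING finger gene AT3G23060 (4.43-fold) and MPC (2.83-fold), the last pair known as maternally expressed imprinted genes, were higher in paternal excess. In all, 891 of 15982 probe sets differed, 539 higher in paternal and 352 higher in maternal excess. The count fell to 463 without 2xX4x replicate 2, 497 without 2xX6x replicate 1, 507 without 2xX4x replicate 1 and 562 without 4xX2x replicate 1.

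2xX4x and 4xX2x are reciprocal crosses of the same accession whose embryos have the same ploidy, so their contrast asks what the direction of the cross changes; the silique wall was tetraploid in 4xX2x. AT2G19970 was 77.2-fold higher in 2xX4x (adjusted p = 3.32e-05, limma), AT2G30810 was 60.3-fold higher and AT2G02515 was 54.0-fold higher. AT5G38180, a lipid transfer protein gene, was 37.0-fold higher, SK16, which encodes a SKP1-like subunit of ubiquitin ligases, was 32.4-fold higher, and the MADS-box genes AT4G36590 and AT5G26630 were 15.9-fold and 4.85-fold higher. In the other direction the pectin acetylesterase gene AT1G09550 was 22.7-fold higher in 4xX2x (adjusted p = 0.000105, limma), the cupin gene AT4G36700 was 21.3-fold higher and the oleosin gene AT3G01570 was 17.2-fold higher. A total of 348 probe sets were higher and 163 lower in 2xX4x, and this count of 511 fell to 194 without 2xX4x replicate 2, 208 without 2xX4x replicate 1 and 249 without 4xX2x replicate 1.

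**Figure D1:**
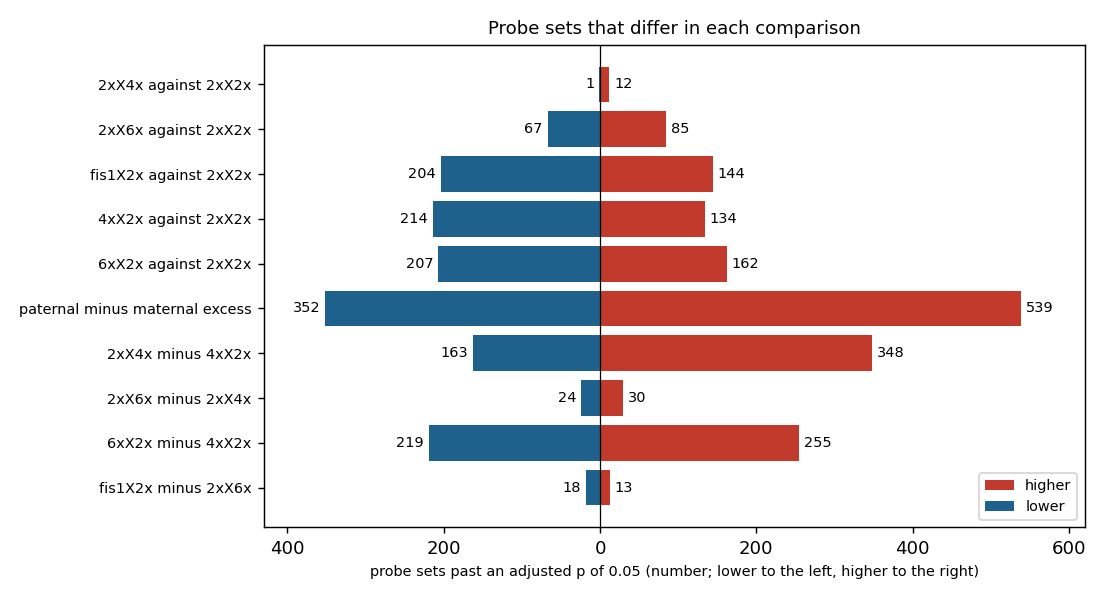
Number of probe sets past the threshold in each comparison (horizontal axis, number of probe sets), with those higher in the first-named group to the right and those lower to the left. 2xX4x stands out by its 13 calls, against 348 in 4xX2x, its reciprocal cross.

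Against the balanced cross, few probe sets were called in viable paternal excess (2xX4x). With 2 arrays per group, the fit recovered 6% of simulated changes of log2 size 1 in 2xX6x against 2xX2x. Few calls therefore need not mean few changes. AT2G30810 rose 6.26-fold (log2 2.65 ± 0.34, adjusted p = 0.0234, limma), from a signal of 222 ± 79.8 (SD, n = 2) to 1400 ± 262 (SD, n = 2). AT2G43670 rose 8.87-fold, AT2G20170 10.7-fold, AT1G61500 7.14-fold, and the serine carboxypeptidase-like gene scpl47 3.2-fold. In all 12 probe sets were higher and 1 lower by limma, and 451 had an unadjusted p under 0.05, where 799 would by chance. These calls were fragile: none remained without the offset, in a fit of the compared arrays alone, or without 2xX2x replicate 1, 2xX2x replicate 2 or 2xX4x replicate 1, 1 without 2xX4x replicate 2, 4 without either 2xX6x array and 7 without either 4xX2x array, while array weights gave 28.

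Lethal paternal excess (2xX6x) had more calls than 2xX4x. The defensin-like gene AT3G24510 rose 43.2-fold (log2 5.43 ± 0.38, adjusted p = 8.43e-05, limma), to a signal of 1570 ± 26.6 (SD, n = 2) from 29.2 ± 2.05 (SD, n = 2). EXPA21 rose 33.7-fold, LCR24 23.1-fold, AT5G54220 16.4-fold, the subtilisin-like protease gene AT5G58840 20.4-fold and AT2G30810 17.9-fold. AT1G31250, AT2G15340, AT4G32105 and AT3G05460 rose 41.2-fold, 27.6-fold, 19.7-fold and 17.1-fold, the imprinted gene MPC 9.96-fold and the MADS-box gene AT5G26630 8.71-fold. The genes that fell most included the lipid transfer protein gene AT5G38180, which fell by 4.8 on the log2 scale (27.8-fold lower), the lipase-like gene AT1G71250 (12.3-fold), AT1G12080 (11.9-fold), the plant defensin genes PDF2.1 (9.45-fold) and LCR69 (6.72-fold), the endoglucanase gene GH9C1 (7.8-fold) and the plantacyanin gene ARPN (6.51-fold). In total 85 probe sets rose and 67 fell. This count of 152 fell to 65 without 2xX6x replicate 1, 84 without 2xX2x replicate 2, 86 without 2xX6x replicate 2 and 96 without 2xX2x replicate 1, and to 87 without the offset and 71 in a fit of the compared arrays alone.

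Tested directly, few probe sets were called between 2xX6x and 2xX4x. Among the listed genes, AT1G73610, a lipase-like gene, was 11.9-fold higher in 2xX6x (adjusted p = 0.00651, limma), AT3G24510 7.75-fold, AT4G32105 7.68-fold and AT5G54220 5.74-fold. Of the 54 probe sets that differed, 30 were higher in 2xX6x. None remained without 2xX4x replicate 2 or 2xX6x replicate 1, the count was 9 without 2xX4x replicate 1 and 10 without 2xX6x replicate 2, and it was 17 without the offset and 123 with array weights.

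In viable maternal excess (4xX2x) the lipid transfer protein gene AT5G38180 fell by 6.21 on the log2 scale (73.9-fold lower), AT2G19970 fell by 5.11 (34.6-fold) and AT1G23960 fell by 4.84 (28.5-fold, adjusted p = 4.69e-06, limma). AT2G44250, AT2G15325, the EF-hand calcium-binding protein gene AT3G03410, AT2G32160 and AT3G13370 were between 19.5-fold and 13.9-fold lower, the lipid transfer protein gene AT5G09370 12.9-fold, AT2G30810 9.63-fold and the defensin-like gene AT5G54220 7.21-fold lower. The MADS-box genes AGL91 and AGL87 were 6.28-fold and 3.17-fold lower, and the imprinted RING finger gene AT3G23060 3.55-fold lower. The exostosin family gene AT5G41250 rose 36.0-fold (log2 5.17 ± 0.66, adjusted p = 0.00242, limma), AT4G29200 32.3-fold, AT1G09550 23.8-fold, AT1G61500 22.6-fold, AT3G30396 21.5-fold, and the oleosin gene AT3G01570 12.1-fold, to 507 ± 358 (SD, n = 2) from 31.1 ± 14.7 (SD, n = 2). Altogether 134 probe sets rose and 214 fell. This count of 348 fell to 138 without 4xX2x replicate 1, 196 without 2xX2x replicate 2 and 210 without 2xX2x replicate 1, and to 87 in a fit of the compared arrays alone. On 4xX2x replicate 2 the transcripts of chromosome 2 lay lower than those of the other chromosomes by a median of -0.183 on the log2 scale, against -0.001 on replicate 1.

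Lethal maternal excess (6xX2x), in which the mother was Col-1, had its largest rise in ECS1, at 71.7-fold (log2 6.16 ± 0.56, adjusted p = 0.000601, limma), followed by AT2G25510 (36.3-fold), AT1G47400, an iron-deficiency-induced peptide gene (23.9-fold), QQS (22-fold), the pectin methylesterase gene AT1G11590 (14.8-fold) and AT4G19500, a resistance gene of the TIR class (14.4-fold). The gene of jasmonic acid methyltransferase, JMT, fell by 5.17 on the log2 scale (36.1-fold lower), AT2G19970 was 35.3-fold lower, the defensin-like gene AT5G40155 20.6-fold, AT3G03410 15.2-fold, AT2G44250 14.9-fold, AT4G35725 13.4-fold, the sugar transporter gene AT5G26250 12.5-fold, the thaumatin-like gene AT1G19320 12.5-fold, SK16 11.9-fold and AT5G19700 9.91-fold lower. AGL91, RR22, AGL87 and the histone gene HTB1 were 6.23-fold, 5.22-fold, 4.03-fold and 2.56-fold lower. In total 162 probe sets rose and 207 fell. The array with the high actin ratio weighed on this count of 369, which was 105 (26 higher, 79 lower) without 6xX2x replicate 1 and 600 (141 higher, 459 lower) without 6xX2x replicate 2, and 145, 166, 202 and 200 without 2xX2x replicate 1, 2xX2x replicate 2, 2xX4x replicate 1 and 2xX4x replicate 2. It was 177 with array weights and 104 in a fit of the compared arrays alone.

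Set against each other, 6xX2x and 4xX2x shared 29 of their rises and 95 of their falls, where independent lists would share 1.36 and 2.77. Their covariance of log2 changes was 0.181 against 0.082 in simulated unchanged groups and 0.059 with a different single 2xX2x array for each cross, and part of any excess may come from the shared controls. The oleosin gene AT3G01570 was 6.81-fold lower in 6xX2x than in 4xX2x (adjusted p = 0.0134, limma), and HTB1 was 2.56-fold lower. Between the crosses 255 probe sets were higher in 6xX2x and 219 lower. This count of 474 was 104 without 6xX2x replicate 1, 129 without 4xX2x replicate 1, 233 without 4xX2x replicate 2, 256 without 2xX4x replicate 1 and 257 without 2xX4x replicate 2, and 241 with array weights and 260 in a fit of the compared arrays alone.

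fis1X2x seeds have balanced genomes, and the comparison asked whether loss of MEDEA resembles paternal excess. AT3G24510 rose 76.9-fold (log2 6.26 ± 0.38, adjusted p = 3.8e-05, limma), AT3G02670 47.4-fold, LCR24 24.6-fold, AT5G54220 23.8-fold, TBL15, of a family that acetylates cell wall polymers, 21.7-fold, AT1G31250 21.4-fold, AT1G73610 17.7-fold, AT5G58840 15.1-fold and MPC 12.9-fold, and AT2G30810 rose by 4.14 on the log2 scale. The MADS-box genes AT5G26630 and AGL62, a repressor of endosperm cellularisation, rose 9.36-fold and 4.03-fold. The neighbouring lipid transfer protein genes AT5G38180, AT5G38160 and AT5G38170 were 74.2-fold, 47.9-fold and 24.8-fold lower, and GH9C1 was 20.9-fold, AT1G12080 19.2-fold, AT1G71250 18.9-fold, LCR69 17.5-fold and SBTI1.1 13.5-fold lower. A total of 144 probe sets rose and 204 fell. This count of 348 was 186 without 2xX2x replicate 2, 206 without fis1X2x replicate 2, 217 without 2xX2x replicate 1, 219 without fis1X2x replicate 1 and 136 in a fit of the compared arrays alone.

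Of the 85 probe sets that rose in 2xX6x, 69 (81.2%) also rose in fis1X2x, as did 10 of the 12 that rose in 2xX4x and 15 (9.3%) of the 162 that rose in 6xX2x. The last count was 7 without 6xX2x replicate 1, and 9 without fis1X2x replicate 1 and without either 2xX4x array. Size alone was also tried, with no test and no offset. By size alone fis1X2x shared 415 of the 877 rises of 2xX6x and 429 of the 1892 rises of 6xX2x. The shared count was thus not larger for 2xX6x, but the shared part of its rises was. Among falls, fis1X2x shared 61 of the 67 of 2xX6x and 40 of the 207 of 6xX2x. Independent lists of these sizes would share 0.766, 0.108 and 1.46 of the rises, and unchanged groups simulated against the same 2 control arrays shared 0.02 on average, but with 0.14 calls per comparison they could share almost none. The covariance of log2 changes between fis1X2x and 2xX6x was 0.205 against 0.082 in that simulation, and part of any excess may come from the shared controls, although the covariance was 0.083 with a different single 2xX2x array for each cross. A direct test between fis1X2x and 2xX6x found 31 probe sets, 13 higher and 18 lower in fis1X2x, among them LUL1, a ubiquitin ligase gene, at 7.28-fold lower (adjusted p = 0.0167, limma). The shared count was 40 without 2xX6x replicate 1 and 44 without the offset, and the direct count was 12, 17, 19 and 17 without 2xX6x replicate 2, 2xX6x replicate 1, fis1X2x replicate 1 and fis1X2x replicate 2, and 15 in a fit of the compared arrays alone. Clustering of the mean changes over 7991 variable probe sets put 2xX4x, 2xX6x and fis1X2x on one branch and 4xX2x, 6xX2x and msi1 on the other. These changes all share the 2xX2x arrays, and unchanged groups in the simulation had a mean correlation of 0.5. Over all kept probe sets 2xX4x correlated at 0.58 with 2xX6x and 0.42 with fis1X2x. With a different 2xX2x array for each cross these values were -0.01 and -0.02, against 0.18 for fis1X2x and 2xX6x. In the same arrangement 2xX4x stood at -0.24 with 4xX2x and at -0.29 with 6xX2x. By these values 2xX4x lay nearer to 2xX6x and fis1X2x than to maternal excess, but without a positive correlation to either. The branch therefore does not by itself show changes that 2xX4x shares with 2xX6x and fis1X2x.

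**Figure D2:**
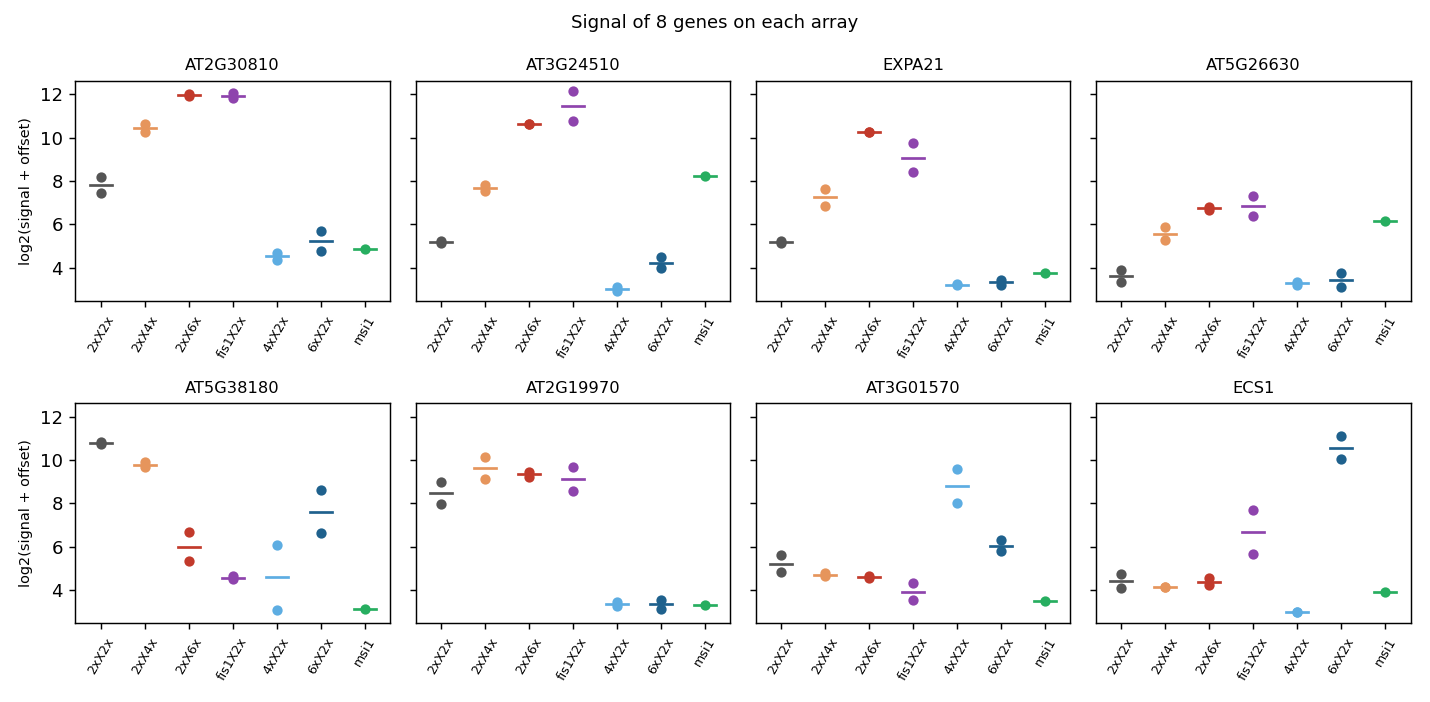
Signal of 8 genes on each array (vertical axis, log2 of signal plus offset, with points for arrays and bars for group means). AT2G30810, AT3G24510, EXPA21 and AT5G26630 stood highest in 2xX6x and fis1X2x, AT2G19970 was near the floor in 4xX2x, 6xX2x and msi1, and ECS1 was highest in 6xX2x, where it rose 71.7-fold.

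Gene lists fixed in advance were tested against all other genes, and 20 of 35 pairs of list and cross passed with camera, 11 of them also with an estimated correlation. Most of these pairs came from lists that the study chose at least partly on these samples, so the counts are not independent evidence. Among the other lists, only the second list of type I MADS-box genes in 4xX2x passed with an estimated correlation (camera, adjusted p = 0.0223). The large-seed genes, which the study chose partly on these samples and which are therefore not independent evidence, rose as a list in 2xX4x (median log2 1.4), 2xX6x (2.16) and fis1X2x (2.28) and fell in 4xX2x (-1.68) and 6xX2x (-0.86). Of the 30 measured members 2, 15 and 17 rose in the first 3 crosses and 13 and 8 fell in the others, or 24, 27, 24, 22 and 12 adjusted over the list alone. The falls in 6xX2x did not pass as a list with the estimated correlation (adjusted p = 0.0536 with an estimated correlation). The 14 measured small-seed genes, chosen by the study in the same way, rose as a list in 4xX2x (median log2 1.04) and 6xX2x (1.06), where 1 and 2 members passed alone, or 6 and 9 adjusted over the list alone. AT2G03980, a lipase-like gene, passed in both crosses (3.27-fold and 3.37-fold) and the dehydrogenase gene AT4G11410 in 6xX2x (2.91-fold).

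The 6 measured type I MADS-box genes of the first list rose as a list in 2xX4x (adjusted p = 0.00376, camera; adjusted p = 0.0507 with an estimated correlation), 2xX6x (adjusted p = 2.07e-08, camera) and fis1X2x (adjusted p = 4.39e-07, camera), with 0, 1 and 2 members passing alone, or 2, 3 and 4 adjusted over the list alone. This list too was chosen largely on these samples and is not independent evidence. It was fixed with 2 members that the study does not name, and with members exchanged to follow its text the adjusted p was 0.205 in 2xX4x, 0.000446 in 2xX6x and 0.00981 in fis1X2x (camera). The 5 measured type I genes of the second list fell as a list in 4xX2x (median log2 -1.59, adjusted p = 0.000158, camera), where AGL91 and AGL87 fell alone, or 3 members adjusted over the list alone. They also fell in 2xX6x (adjusted p = 0.0199, camera; adjusted p = 0.0874 with an estimated correlation) and in fis1X2x (adjusted p = 0.0288, camera; adjusted p = 0.104 with an estimated correlation), where AGL87 fell 3.7-fold, but with the members exchanged only the fall in 4xX2x passed (adjusted p = 0.00343, 0.795 and 0.891, camera, in 4xX2x, 2xX6x and fis1X2x). The 4 measured genes of the qRT-PCR set of the study, also chosen largely on these samples and not independent evidence, rose as a list in 2xX4x (adjusted p = 3.78e-05, camera; adjusted p = 0.0536 with an estimated correlation), 2xX6x and fis1X2x and fell in 4xX2x (adjusted p = 0.00664, camera; adjusted p = 0.159 with an estimated correlation), each time with AT2G30810 among the members that passed. Of the 20 listed mitotic genes 3 were measured, all Aurora kinase genes (AUR1, AUR2 and AUR3). They fell as a list in 2xX6x (median log2 -0.53, adjusted p = 0.0295, camera; adjusted p = 0.217 with an estimated correlation) and fis1X2x (-0.79, adjusted p = 0.0219, camera; adjusted p = 0.217 with an estimated correlation) with no member passing alone, or 0 and 2 adjusted over the list alone. Of the 22 listed core histone genes 4 were measured, all of histone H2B (HTB1, HTB2, HTB4 and HTB11). They fell as a list in 6xX2x (-0.48, adjusted p = 0.0311, camera; adjusted p = 0.217 with an estimated correlation), where HTB1 passed. Neither result speaks for the members that were not measured.

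**Figure D3:**
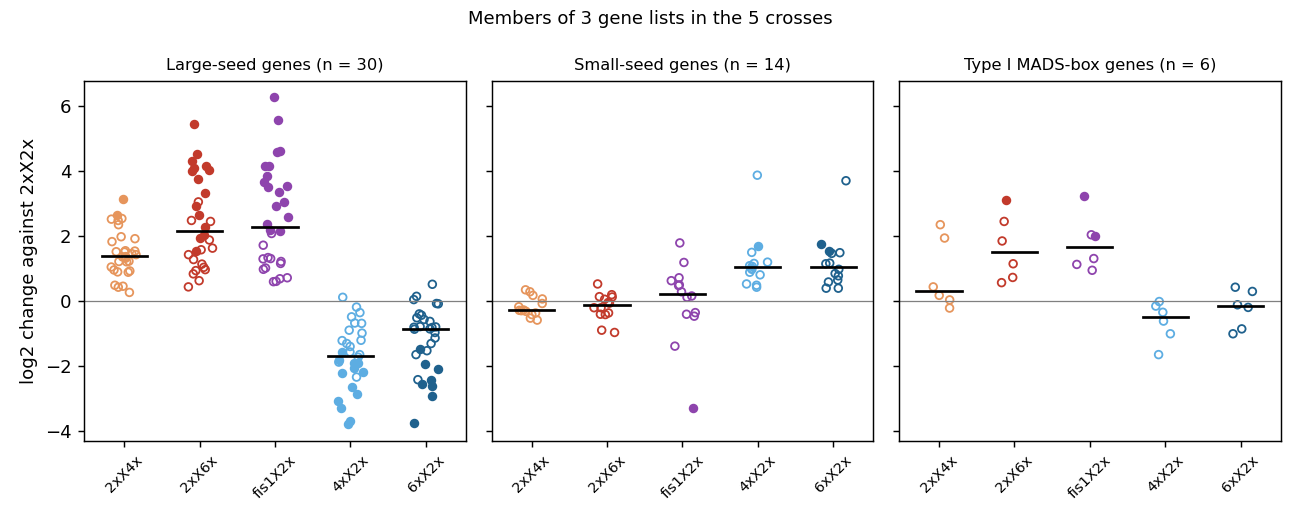
Log2 change against 2xX2x (vertical axis) of the measured members of 3 gene lists in the 5 crosses, with filled points for members past the threshold, open points for the others and black bars for medians. The large-seed genes have medians of 1.4, 2.16 and 2.28 in 2xX4x, 2xX6x and fis1X2x, and of -1.68 and -0.86 in 4xX2x and 6xX2x.

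The msi1 array had no replicate and is described by size alone, against the nearer of the 2 arrays of 2xX2x. The lipid transfer protein genes AT5G38180, AT5G38170, AT5G38160 and AT5G38195 were 195-fold, 103-fold, 72.5-fold and 53.2-fold lower, and AT5G40155 68.7-fold, AT2G34700 40.7-fold, SK16 25.9-fold and AT2G19970 25.4-fold lower. Higher on this array were AT4G23680 (23.7-fold), the small heat shock protein genes AT2G29500 (19.4-fold) and AT1G53540 (12.2-fold), the lipase-like gene AT5G33370 (19.2-fold) and EXO (18.3-fold). At a size of at least 1 on the log2 scale beyond both control arrays, 562 probe sets lay above and 966 below. This total of 1528 was 3241 against 2xX2x replicate 2 alone and 2727 against 2xX2x replicate 1 alone. By the same rule other single arrays gave from 195 (2xX4x replicate 1) to 1754 (6xX2x replicate 1), with 1356 on 4xX2x replicate 1. The msi1 total thus lay within the range of single arrays and is not comparable with the limma counts. The small-seed list had a median of 0.73, at percentile 100 of 10000 random lists matched on signal. The second list of type I MADS-box genes (-2.12) and the measured core histones, all H2B (-1.15), were at percentile 0. These percentiles are rounded, so a few of the random lists may lie beyond. The measured mitotic genes, all Aurora kinases (-1.1), were above 2.2% of such lists, the qRT-PCR genes (-0.75) above 8.3%, the first list of type I MADS-box genes (0.66) above 94.6%, and the large-seed genes (-0.19) lay between the last pair. The small-seed, large-seed, qRT-PCR and first MADS-box lists were chosen at least partly by changes against the same 2xX2x arrays. Deviations of those arrays can therefore carry over to msi1, and the random lists carry no such choice. Their percentiles are not independent evidence.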

Values the study reported

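On the Affymetrix arrays the study called 597 genes up and 818 down in 2xX4x, 821 up and 877 down in 2xX6x, 1164 up and 1854 down in 4xX2x, 1388 up and 1859 down in 6xX2x, 1068 up and 1904 down in fis1X2x, and 1691 up and 2414 down in msi1. These calls used a threshold of 0.6 on signal log ratios weighted by the p-values of the array software. The study then kept only genes that passed on Agilent arrays as well, which left 157 genes up in 2xX4x, and compared the crosses on these smaller lists. Of the genes up in 2xX4x, 46% were also up in 2xX6x and 10% in 4xX2x, as shares of the smaller list. More than 50% of the genes up in 2xX6x were also up in fis1X2x, against 7% for 6xX2x. Its clustering, made on data of both platforms, joined fis1X2x with the paternal excess crosses and msi1 with the maternal excess crosses.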

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

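The tests of chromosomes 2 and 3 on 4xX2x replicate 2 were chosen only after that departure was seen, and for the test of RNA quality the 3 prime to 5 prime ratios and the counts of single arrays had been seen, but not the counts without each replicate. Differences between pairs of crosses were tested directly. Between 2xX6x and 2xX4x 54 probe sets differed, between 2xX4x and 4xX2x 511, between fis1X2x and 2xX6x 31 and between 6xX2x and 4xX2x 474. Outside the main measurement, the control probe sets gave an actin ratio of 17.3 on 6xX2x replicate 1. Of the 35 splits of the 8 arrays of unbalanced crosses into 4 and 4, 1, the real one, gave as many probe sets as paternal against maternal excess (487 in a fit of 2 groups, against 70 in the highest other). Splits that part the replicates of a cross put like arrays on both sides, which lowers their counts, so they cannot exclude chance. Only 3 of the 35 splits keep the replicates of each cross together, with 2 probe sets in the higher of the others. That is too few to judge chance at the level of whole crosses.

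The difference between 6xX2x and 4xX2x has several open explanations beside the dose of maternal genomes, of which 2 were examined. The first is RNA quality: 44 probe sets were called higher in 6xX2x without its replicate 1, against 209 without replicate 2, so that this array may carry a large part of the calls. The second is accession, since the hexaploid mother was Col-1: over the 255 probe sets higher in 6xX2x, the contrast of 2xX6x with 2xX4x, made on other arrays with a Col-1 against a C24 father, had a median of 0.17, above that of matched random sets (-0.05 to 0.03). The median was 0.2 on the probe sets called without 6xX2x replicate 1 (matched sets -0.1 to 0.08). Col-1 alleles behind part of the difference would give such medians. However, 2xX6x and 6xX2x also share a hexaploid parent and lethal seeds, so the medians cannot be assigned to accession. The dose of maternal genomes stays open and was not tested apart from these. The departures of chromosomes 2 and 3 on 4xX2x replicate 2, described below, go the other way on both 6xX2x arrays, so they enter this contrast. The hexaploid mothers were also emasculated by hand, whereas the tetraploid mothers were male sterile. Neither was tested as a cause of the difference.

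The log2 changes of fis1X2x and 2xX6x varied together. Shared control arrays are argued against as the whole cause, since with a different 2xX2x array for each cross the mean covariance was still 0.083, where other pairs of crosses lay between -0.125 and 0.059. A parent that is not C24 in both crosses stays open: over the 348 probe sets higher in 2xX4x than in 4xX2x fis1X2x exceeded 6xX2x by a median of 1.18, but 6xX2x itself lay at -1.02 against 2xX2x there and fis1X2x at 0.12, so this value does not decide. The Ler mother of fis1X2x has no wild-type control here, so her accession and the loss of MEDEA both stay open.

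On 4xX2x replicate 2 the transcripts of chromosome 2 lay at a median of -0.183 and those of chromosome 3 at 0.112 relative to the other chromosomes, where the 8 arrays of diploid mothers ranged from -0.071 to 0.037, and chromosome 2 stayed below 0 under other offsets, filters and quantile normalization (-0.201 to -0.122). Shuffled chromosome labels argue against chance placement of genes (permutation p = 1e-04, the smallest that 10000 shuffles can give), and the departure of -0.001 on 4xX2x replicate 1 argues against a difference of accession or ploidy between crosses. All 10 runs of neighbouring loci departed in the direction of their chromosome (-0.208 to -0.161 on chromosome 2, 0.082 to 0.149 on chromosome 3), so that loss of copies of chromosome 2 and gain of chromosome 3 among the tetraploid mothers pooled for this sample may be the source. In 6xX2x chromosome 3 departed by -0.106, with -0.116 and -0.097 on its arrays, which a chromosome lost in the seeds would give, but chromosome 1 (0.091 on replicate 1), chromosome 2 (0.077 and 0.073) and chromosome 4 (0.077 on replicate 2) also lay outside the range of diploid mothers, and Col-1 and hexaploidy are shared by both arrays. No DNA was measured, and copy number stays untested.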

How the results depend on the processing

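The contrasts of fis1X2x with 6xX2x, 4xX2x and 2xX4x, the block in each of 2 sets of groups, the exchanged members of the MADS-box lists, and the settings tried for the chromosome departures, were chosen after the data were seen. Of 152 counts under alternatives other than leaving out a replicate, 127 stayed within 1.5 times the value reported, and 25 moved. Without the offset the count was 0 in 2xX4x, 87 in 2xX6x, 17 between 2xX6x and 2xX4x and 44 for the rises shared by fis1X2x and 2xX6x. Array weights gave 28 in 2xX4x, 177 in 6xX2x, 123 between 2xX6x and 2xX4x and 241 between 6xX2x and 4xX2x. A fit of the compared arrays alone, with fewer residual degrees of freedom, gave 0 in 2xX4x, 71 in 2xX6x, 87 in 4xX2x, 104 in 6xX2x, 136 in fis1X2x, 15 between fis1X2x and 2xX6x and 260 between 6xX2x and 4xX2x. Size alone, which asks for no test and used no offset, gave 1486, 1790, 3353, 3961 and 3232 in 2xX4x, 2xX6x, 4xX2x, 6xX2x and fis1X2x. It gave 415 rises shared by fis1X2x and 2xX6x and 429 by fis1X2x and 6xX2x. The ploidy ratio as a covariate gave 391 for paternal against maternal excess, a size of 0.6 gave 3509 for msi1 and a limma fit of all 13 arrays 341. An estimated correlation left 11 of 20 list calls. Except where the construction of the alternative shows it, the cause was not tested.

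Leaving out each replicate in turn gave counts of 0 to 17 in 2xX4x, 65 to 155 in 2xX6x, 138 to 355 in 4xX2x, 105 to 600 in 6xX2x, 186 to 350 in fis1X2x, 463 to 1059 between paternal and maternal excess, 194 to 533 between 2xX4x and 4xX2x, 12 to 41 between fis1X2x and 2xX6x, 0 to 59 between 2xX6x and 2xX4x, 104 to 706 between 6xX2x and 4xX2x, 2727 to 3241 in msi1, 40 to 75 for the shared rises and 14 to 20 for list calls. The branch of the clustering that holds 2xX6x had 3 members, 2xX4x, 2xX6x and fis1X2x, in every setting tried. Each of these settings set all groups against the same 2xX2x arrays, so none of them tests the effect of shared controls. The rise of the large-seed list in fis1X2x over 2xX6x (camera, adjusted p = 0.0487; adjusted p = 0.498 with an estimated correlation; no member passing) turned to a fall without fis1X2x replicate 2 (adjusted p = 0.604), against an adjusted p of 5.54e-05 without fis1X2x replicate 1; the cause was not tested. With the members of the 2 MADS-box lists exchanged to follow the text of the study, the second list rose rather than fell in fis1X2x (adjusted p = 0.891), from the exchange of members. Of 214 calls on named genes 152 passed in every alternative, and of 3928 values of called genes under alternatives 330 lost the threshold and none reversed.

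The replicate numbers were not taken to pair the samples, since deviations of same-numbered arrays correlated over 0.1 in only 6 of 15 pairs of groups (-0.24 to 0.41). These 6 are all the pairs among 2xX2x, 2xX4x and 2xX6x and all those among 4xX2x, 6xX2x and fis1X2x, so a shared day or batch within each set stays open. With the replicate number as a block the counts were 11 in 2xX4x, 153 in 2xX6x, 375 in 4xX2x, 392 in 6xX2x and 352 in fis1X2x, and the list calls stayed at 20. A block in each of the 2 sets, which were found from these data, gave 1004 in 6xX2x, 1654 between paternal and maternal excess, 775 between 2xX4x and 4xX2x, 59 between fis1X2x and 2xX6x and 804 between 6xX2x and 4xX2x, and moved no other of the 10 counts. Signals near background limit the dim genes, for which the table gives no detection calls.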

Other observations

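The tests of the tetraploid stock, of pseudogene loci and of gene families, and the contrasts of fis1X2x with 6xX2x, 4xX2x and 2xX4x, were chosen only after the data were seen. Among 87 measured loci that the TAIR10.1 table lists as pseudogenes, 7 rose and 2 fell in 4xX2x, while the median of all 87 was -0.39 and as a list they did not pass with camera. The share that rose was above that of other genes (8%, against 0.71% of other genes; two-sided Fisher's exact test, p = 4.59e-06, adjusted p = 2.3e-05 over the 5 crosses), and the 7 were AT3G30396 (log2 4.43), AT2G12300 (4.02), AT2G12240 (4.01), AT3G31955 (3.97), AT3G47320 (3.07), AT2G10640 (3.04) and AT4G22450 (2.83). In 2xX4x, the reciprocal cross, none of the 87 passed in limma, but only 5 genes in all rose there. The 7 lay between -0.24 and 0.04 in that cross. The filter asked for 2 arrays, so a locus dim elsewhere could be measured through the 4xX2x arrays alone. The other genes were not matched on signal, so the Fisher test cannot separate pseudogenes from dim loci. Genes are not independent replicates, and the test describes these arrays.

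fis1X2x differed from 6xX2x in 621 probe sets, from 4xX2x in 883 and from 2xX4x in 261, against 31 from 2xX6x. Array weights moved the first of these to 372 and the third to 394. The counts were 245 without 6xX2x replicate 1, 442 without 4xX2x replicate 1 and 20 without 2xX4x replicate 2. The LCR, UGT and RALFL genes, grouped by symbol, passed with the preset correlation in some contrasts, with an adjusted p of 0.869 with an estimated correlation.

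The 66 probe sets higher in 4xX2x than in both 2xX2x and 6xX2x were tested against a property of the tetraploid C24 stock, which was also the father of 2xX4x. Their median in 2xX4x minus 2xX6x was 0.02, within matched random sets (-0.08 to 0.08), which decides nothing, since a property carried by the mother alone would leave no trace there. Whether 1 array carries the group was asked in a test written before its result, which was left out for a time once the result was seen and then put back: 28 of these calls were made without 4xX2x replicate 1 and 48 without replicate 2, which lies between the bounds written for it and does not settle it.

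Of the probe sets that rose in 2xX4x, 75% also rose in 2xX6x here. That is higher than the value quoted from the study above. The share that also rose in 4xX2x was 16.7%. That is higher than the value quoted from the study above, but the shares rest on 9 and 2 of 12 probe sets. Without the offset or either 2xX2x array no rises were called in 2xX4x, so neither share could be formed there. The second share was lost without either 4xX2x array and fell without 6xX2x replicate 2, so its direction is not stable. Of the probe sets that rose in 2xX6x, 81.2% also rose in fis1X2x. That is higher than the bound quoted from the study above, but by size alone, with the counts given earlier, the share lay below that bound. These shares are not like for like, since the calls here come from adjusted p-values on 1 platform, and those of the study from a size threshold passed on both of its platforms.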
